# Chromatin loop anchors contain core structural components of the gene expression machinery in maize

**DOI:** 10.1186/s12864-020-07324-0

**Published:** 2021-01-06

**Authors:** Stéphane Deschamps, John A. Crow, Nadia Chaidir, Brooke Peterson-Burch, Sunil Kumar, Haining Lin, Gina Zastrow-Hayes, Gregory D. May

**Keywords:** Maize, Chromatin, Loop, Anchor, TAD, Domain, Hi-C, RNA-Seq, ATAC-Seq

## Abstract

**Background:**

Three-dimensional chromatin loop structures connect regulatory elements to their target genes in regions known as anchors. In complex plant genomes, such as maize, it has been proposed that loops span heterochromatic regions marked by higher repeat content, but little is known on their spatial organization and genome-wide occurrence in relation to transcriptional activity.

**Results:**

Here, ultra-deep Hi-C sequencing of maize B73 leaf tissue was combined with gene expression and open chromatin sequencing for chromatin loop discovery and correlation with hierarchical topologically-associating domains (TADs) and transcriptional activity. A majority of all anchors are shared between multiple loops from previous public maize high-resolution interactome datasets, suggesting a highly dynamic environment, with a conserved set of anchors involved in multiple interaction networks. Chromatin loop interiors are marked by higher repeat contents than the anchors flanking them. A small fraction of high-resolution interaction anchors, fully embedded in larger chromatin loops, co-locate with active genes and putative protein-binding sites. Combinatorial analyses indicate that all anchors studied here co-locate with at least 81.5% of expressed genes and 74% of open chromatin regions. Approximately 38% of all Hi-C chromatin loops are fully embedded within hierarchical TAD-like domains, while the remaining ones share anchors with domain boundaries or with distinct domains. Those various loop types exhibit specific patterns of overlap for open chromatin regions and expressed genes, but no apparent pattern of gene expression. In addition, up to 63% of all unique variants derived from a prior public maize eQTL dataset overlap with Hi-C loop anchors. Anchor annotation suggests that < 7% of all loops detected here are potentially devoid of any genes or regulatory elements. The overall organization of chromatin loop anchors in the maize genome suggest a loop modeling system hypothesized to resemble phase separation of repeat-rich regions.

**Conclusions:**

Sets of conserved chromatin loop anchors mapping to hierarchical domains contains core structural components of the gene expression machinery in maize. The data presented here will be a useful reference to further investigate their function in regard to the formation of transcriptional complexes and the regulation of transcriptional activity in the maize genome.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s12864-020-07324-0.

## Background

Genomic DNA, the largest molecule in a cell, is packed with histone to form chromatin. Recent improvements in the molecular characterization of chromatin have shown that its spatial structure can be dissected into separate functional domains, ranging in sizes from a few Kbps to Mbps [1–3]. Those domains include A and B compartments, known to be associated with the euchromatic and heterochromatic portions of a genome, respectively. Other domains, known as Topologically-Associating Domains (“TADs”) have now been discovered in multiple organisms, including humans [4], animals [5] and plants [6]. Other features, known as “chromatin loops”, are thought to be critical factors for the spatial regulation of gene expression through a loop extrusion mechanism allowing the three-dimensional positioning of distal regulatory elements, and their interaction with proximal elements regulating the expression of specific genes [7].

In plants, the understanding of chromatin organization is mainly derived from a relatively small number of studies in species that include Arabidopsis [6], rice [8] and maize [9]. Large plant genomes can be partitioned into TAD-like domains, which are in fact compartment domains [9]. Some domains are enriched in active genes, open chromatin and active histone marks while others are enriched in epigenetics signatures typical of repressive domains (including DNA methylation) [9]. In maize, chromatin loops can be formed between active chromatin domains [9], forming a rich and complex molecular interaction network linking distal and proximal regulatory elements [10], suggesting that the presence of chromatin loops in repeat-rich plant genomes could be a mechanism allowing distal regulatory elements to activate, or repress, genes separated from those elements by condensed heterochromatin [11]. Specific variants in regulatory elements also may contribute to variations in gene expression through long-range chromatin interactions, linking eQTLs to their associated genes via chromatin loop interactions [12].

While long-range loop formation between chromatin domains has been shown to link together gene-rich and distal regulatory regions in complex plant genomes, no study yet has been performed to determine the extent of such mechanism and its genome-wide correlation to TAD-like domains and gene transcription in maize. In addition, while Hi-C is known as a “low-resolution” method capturing mainly long-range chromatin loops [9], its relationship to higher resolution loops detected with methods such as Chromatin Interaction Analysis by Paired-End Tag Sequencing (“ChIA-PET”) [10] or HiChIP [11] still remains to be determined, along with the predisposition of expressed genes and regulatory elements to co-locate with specific loop types. In this study, the overall structure of chromatin loops in maize and their prevalence as a putative mode of action associated with the regulation of gene transcription were evaluated. Structural relationships between TAD-like domains, chromatin loops, gene expression and open chromatin regions (used as indirect signals for protein binding to DNA) were systematically assessed through ultra-deep sequencing of Hi-C libraries, combined with the generation of RNA-Seq and Assay for Transposase-Accessible Chromatin using sequencing (“ATAC-Seq”) datasets from the same maize tissue, and further compared to public maize high-resolution interactome and eQTL functional datasets [10, 13]. Results showed substantial overlaps between those features, revealing chromatin loops as biological components of the gene regulation machinery in maize, with a restricted number of chromatin loop anchors as its core structural unit.

## Results

Whole maize B73 leaf tissue was collected at development stage v04. The same batch of plants, at the same stage (v04) and divided into four biological replicates (four plants per replicate) was used for gene expression profiling (RNA-Seq; four replicates), three-dimensional chromatin profiling (Hi-C; two replicates) and accessible chromatin (ATAC-Seq; three replicates).

The ultra-deep sequencing of two Hi-C biological replicates led to a total number of 3,435,596,872 and 3,424,795,714 raw paired reads, for replicates 1 and 2, respectively. 

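Hi-C, which joins and sequences DNA fragments that lie close together in the nucleus, was performed on v04 leaf tissue of the maize inbred line B73 for replicates 1 and 2, with 4 plants in each. The data analysed here are the loops and the hierarchical TAD-like domains that the authors called in each replicate alone, without pooling. Depth is given as the paper states it. The paper's Table 1 lists 85331655 long-range contacts for replicate 1 and 101886819 for replicate 2, so that replicate 2 had 1.19 times the long-range contacts of replicate 1 from 0.997 times its raw paired reads. Long-range contacts were 21.7% of the contact pairs in replicate 1 and 22.7% in replicate 2. The authors mapped reads to B73 AGPv4 with Juicer, called domains with HiTAD at default parameters, and called loops with HICCUPS of Juicer version 1.9.9 for replicate 1 and 1.14.08 for replicate 2. The loop lists give for each loop the count of contacts observed at its position, the contacts expected from local backgrounds, and false discovery rates. A loop was supported by a median of 21 contacts in replicate 1 (quartiles 16 and 31) and 32 contacts in replicate 2 (quartiles 22 and 48). The median ratio of observed contacts to those expected from the donut-shaped background was 4.97 in replicate 1 and 4.44 in replicate 2. Loops and domains were compared here by the overlap of their coordinates. For tests, all loops or domains of a chromosome were moved together by a random distance of 1 to 5 Mb, in 1000 shifted lists, which keeps their lengths and local density. With 2 replicates of one condition, no test between conditions was possible, and intervals on shares are 95% Wilson intervals that cover counting error only.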

Filtering of the raw data and mapping to the B73 AGPv4 reference genome sequence led to the detection of 392,396,275 and 449,828,472 Hi-C contact pairs, after combining inter-chromosomal and intra-chromosomal contacts for replicates 1 and 2, respectively (Table 1).

**Table 1:** **Interaction metrics for the chromosomal distribution of Hi-C contact pairs**

	Inter-chromosomal Contacts	Intra-chromosomal Contacts	Intra-chromosomal Short-Range (<20Kbps) Contacts	Intra-chromosomal Long-Range (>20Kbps) Contacts
Replicate 1	92,042,539	300,353,736	215,014,034	85,331,655
Replicate 2	95,674,415	354,154,057	252,256,720	101,886,819

Intra-chromosomal contacts are further divided into short range (<20Kbps) and long-range (>20Kbps) contacts.

Hi-C interaction matrices showed strong interactions between neighboring loci on euchromatic arms, accompanied by cis and trans interactions between centromeric and telomeric regions and cis interactions between chromosomal arms (Fig. 1a). Further analysis showed evidence of hierarchical TAD-like domains [14], covering most of the maize genome in a nested fashion (Table 2) (Fig. 1b). 

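Level 0 domains did not overlap each other and together covered 2086.74 Mb in replicate 1 and 2084.67 Mb in replicate 2. Measured against the largest coordinate of each chromosome in the files, this was 99.0% ± 0.0695 (SD, n = 2) of chromosomes 1 to 10 of AGPv4. With level 0 domains of at least 100 kb only, coverage was 95.6%. Their median size was 210 kb in both replicates, with quartiles of 130 and 360 kb, and the largest reached 3120 kb in replicate 1 and 2600 kb in replicate 2.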

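The domain lists were compared between replicates by their boundaries. Of the replicate 1 domains, 38.7% (6953 domains, interval 38.0 to 39.4%) had a domain in replicate 2 with both boundaries within 10 kb, against a mean of 2.49% for shifted domains (one-sided permutation test, p = 0.001, the smallest p that 1000 shifted lists can give). The share was 12.7% for identical boundaries and 62.3% for boundaries within 50 kb, where shifted domains gave 27.2%. By level of the replicate 1 domain, with replicate 2 domains of any level, the share was 41.6% at level 0 (interval 40.4 to 42.7%), 31.7% at level 2 (interval 30.1 to 33.4%) and 21.7% at level 4 (interval 15.9 to 28.7%). With level 0 domains alone in both replicates, it was 29.9% (interval 28.8 to 31.0%).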

A total of 17,978 and 18,739 domains were detected for Hi-C replicates 1 (See Additional File 1) and 2 (See Additional File 2), respectively. Here, large “level 0” domains contain series of nested “sub-domains” (level 1 to 6) representing approximately 60% of all detected domains (Table 2). 

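Sub-domains numbered 10847 in replicate 1 and 11482 in replicate 2, a share of 60.8% ± 0.664 (SD, n = 2) of all domains. The counts fell with depth, from 6621 and 6997 domains at level 1 to 157 and 165 at level 4 in replicates 1 and 2, respectively. Level 6 was reached by 4 domains of replicate 1, while the deepest domains of replicate 2 were at level 5. Without domains under 100 kb, the share of sub-domains was 57.8%.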

Previous studies have shown that the rice genome contained extensive hierarchical chromatin interactions [8]. Others have shown that TAD-like domains in larger plant genomes such as maize are essentially compartment domains [9], where transcriptionally active domains are separated by large inactive heterochromatic domains. The results shown here suggest a model where “level 0” TAD-like compartment domains may contain multiple nested layers of chromatin interactions, marked by the presence of smaller nested “sub-domains”.

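Sub-domains lay in a part of the level 0 domains. In replicate 1, 40.9% of level 0 domains (2919 domains, interval 39.8 to 42.1%) held at least 1 sub-domain, and in replicate 2, 42.9% (3115 domains, interval 41.8 to 44.1%). Those that did held a median of 3 sub-domains in each replicate, and at most 17 in replicate 1 and 18 in replicate 2. More than 1 nested layer was found in 18.8% of level 0 domains of replicate 1 and 19.4% of those of replicate 2. Level 0 domains with sub-domains had a median size of 390 kb in replicate 1 and 370 kb in replicate 2, against 150 and 140 kb for those without. From the nesting of sub-domains within level 0 domains, the paper proposes a model of multiple nested layers of chromatin interactions.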

**Fig. 1:**
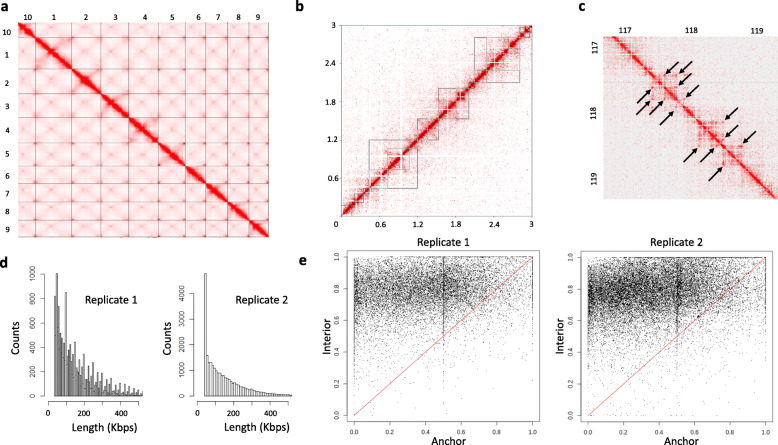
Interaction matrices of maize leaf v04 Hi-C replicate 1 library. **a** Genome-wide interaction matrix. Each interaction is represented by a “pixel” on the map and the frequency of interactions within a particular region is proportional to the number of pixels. Chromosomes are labeled by numbers (1 to 10, starting with Chr10 at the top left). **b** Interaction matrix for Chr01. TAD-like chromatin domains and nested sub-domains are marked by squared areas indicating a higher frequency of interactions within a particular chromosomal region. Axis labels indicate coordinates in Mbps. **c** Interaction matrix for a ~ 3Mbps region located on Chr03. The Hi-C contact matrix shows evidence of domains, with increased cis-interactions at their borders, suggesting the formation of chromatin loops. Seven chromatin loops, marked by solid arrows on both side of the diagonal, are shown as examples. **d** Distribution of chromatin loop lengths (e.g., distance between anchors) for replicate 1 and replicate 2 Hi-C datasets. Lengths are shown in Kbps (x-axis). The origin of the size oscillation pattern shown for replicate 1 remains to be determined. **e** Repeat density analysis in anchor and loop interior regions for all loops detected in replicate 1 and replicate 2. Each dot in the graph represents an individual loop. X-axis: fraction of bases within whole anchor regions (0 to 1) that are occupied by conserved elements; Y-axis: fraction of bases within whole interior regions (0 to 1) that are occupied by conserved elements

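At the start of chromosome 1 of AGPv4, from 0 to 3 Mb, 28 domains were called in replicate 1, of which 9 were at level 0, and 31 in replicate 2, of which 16 were at level 0. The largest domain of replicate 1 spanned 440001 to 1200000 (760 kb), and the largest of replicate 2 spanned 2150001 to 2810000 (660 kb). In the region, 7 domains had identical boundaries in both replicates, and no further domain had both boundaries within 10 kb. Most of the 7 did not keep their level. The domain 1810001 to 1950000 was at level 2 in replicate 1 and level 0 in replicate 2, while 2290001 to 2810000 was at level 1 in both. Nesting reached level 3 in replicate 1 and level 4 in replicate 2.

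**Figure D1:**
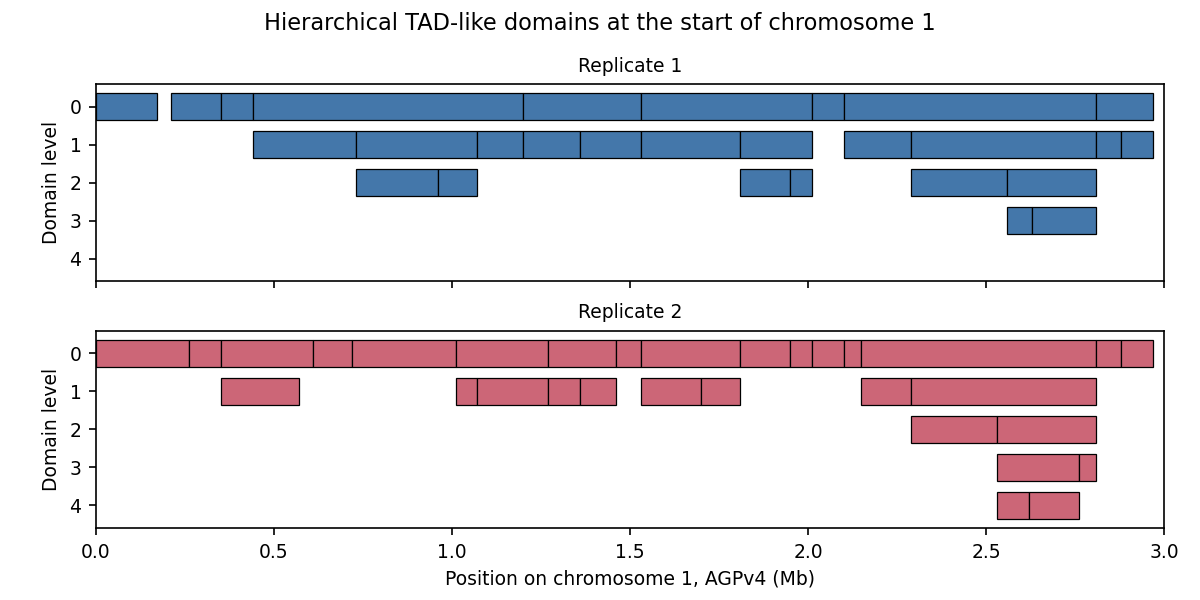
Hierarchical TAD-like domains on chromosome 1 from 0 to 3 Mb of AGPv4 (x-axis, Mb) by level (y-axis), with replicate 1 above and replicate 2 below. Each box is 1 domain, and the deepest boxes are at level 3 in replicate 1 and at level 4 in replicate 2.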

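In the region of chromosome 3 (AGPv4) of Fig. 1c, 22 loops were called in replicate 1 and 31 in replicate 2. Of the 22 loops of replicate 1, 13 had both anchors in 1 loop of replicate 2. The loop between 118100001-118110000 and 118460001-118470000 was called with the same anchors in both, from 19 contacts in replicate 1 (6.41 times the expected contacts) and 33 contacts in replicate 2 (4.58 times). The longest loop of the region in replicate 1 was 600 kb, between 118450001-118475000 and 119050001-119075000, and had 30 contacts, 2.95 times the expected number.

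**Figure D2:**
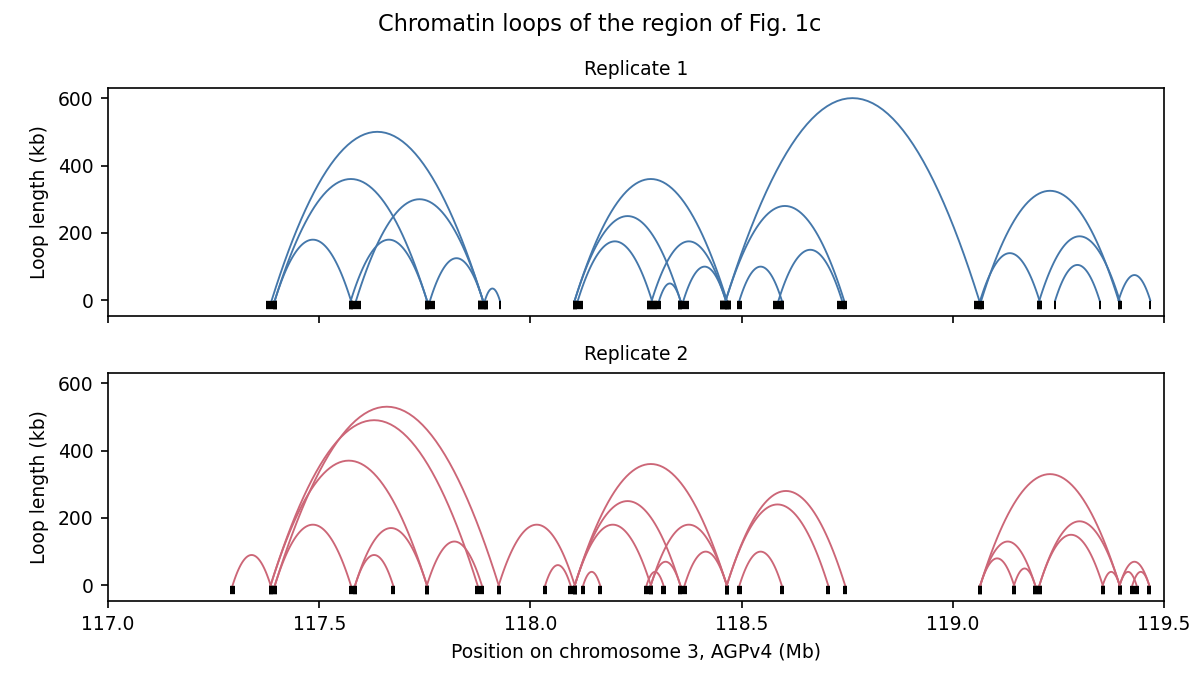
Chromatin loops in the region of chromosome 3 of Fig. 1c, by position on AGPv4 (x-axis, Mb), with the 22 loops of replicate 1 above and the 31 loops of replicate 2 below. Each arc joins the middle of the anchors of 1 loop and is as high as the loop is long (y-axis, kb), and black bars are the anchors.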

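Replicate 1 held loops with anchors of 5, 10 and 25 kb, and replicate 2 held loops with 10-kb anchors alone. To measure the size oscillation, the number of loops at multiples of 50 kb from 150 to 400 kb was divided by the mean number in the neighbouring length bins. In 10-kb bins, the ratio was 2.49 (interval 2.33 to 2.65) for all loops of replicate 1 and 1.0 (interval 0.95 to 1.05) for those of replicate 2. For a single anchor size of replicate 1, on its own grid, the ratio was 0.850 (interval 0.669 to 1.08) with 5-kb anchors, 0.957 (interval 0.870 to 1.05) with 10-kb anchors and 0.974 (interval 0.913 to 1.04) with 25-kb anchors.

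**Figure D3:**
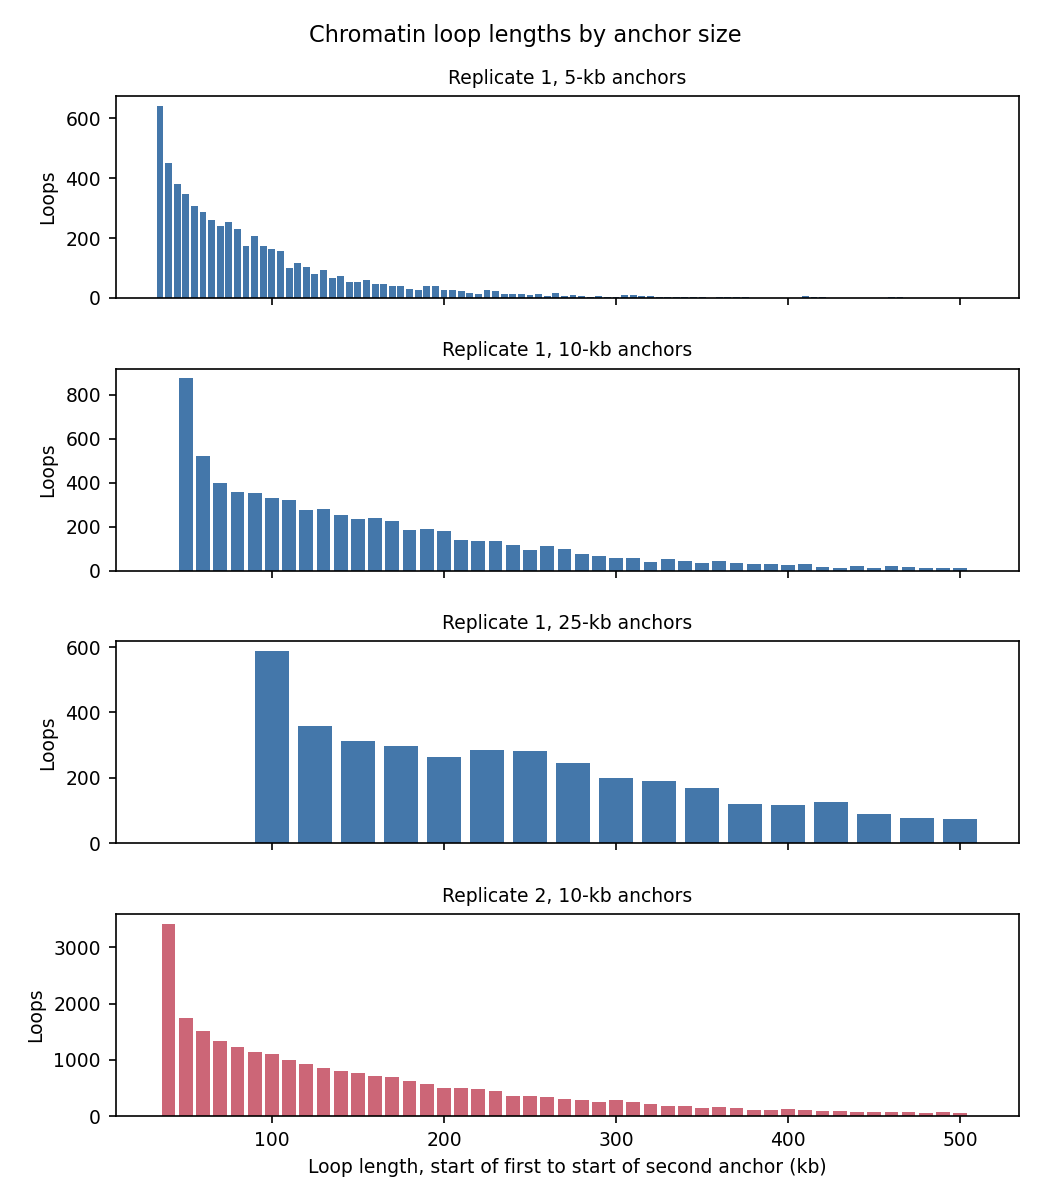
Number of chromatin loops (y-axis) by length up to 500 kb (x-axis, kb, between anchor starts), with a panel for each anchor size of replicate 1 and for replicate 2. The shortest loops are 35 kb with 5-kb anchors, 50 kb with 10-kb anchors and 100 kb with 25-kb anchors in replicate 1, and 40 kb in replicate 2.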

**Table 2:** Hierarchical TAD-like domain counts for replicates 1 and 2

TAD level	Replicate 1 100% read count	Replicate 1 50% read count	Replicate 2 100% read count	Replicate 2 50% read count
0	7131	7989	7257	8028
1	6621	4982	6997	6231
2	3206	2084	3384	2717
3	835	428	911	603
4	157	57	165	83
5	24	10	25	10
6	4	0	0	0

Hierarchical domains (level 0 to 6) were detected in replicates 1 and 2 from Hi-C contact maps generated using 100 and 50% total sequencing read counts. Domains (level 0) were further divided into nested “sub-domains” (levels 1 to 6).

To determine whether ultra-deep sequencing of each Hi-C biological replicate impacted hierarchical TAD-like domain detection and resolution, random Hi-C sequencing read datasets representing 50% of all total sequencing reads were generated to create new Hi-C interaction matrices. The new matrices then were used to compute new domains for each Hi-C replicate, which were subsequently compared to the ones computed with full read counts (Table 2). While the total number of domains did not significantly improve with higher initial read counts, it led nonetheless to the dissection of some domains into additional sub-domains.

In addition to TAD-like domains, the chromosomes could be partitioned into larger chromosomal A/B compartments by eigenvector analysis of the Hi-C interaction matrices. In maize, those compartments would divide each chromosome into two global A compartments at the chromosomal ends, flanking a global B compartment, corresponding roughly to its pericentromeric heterochromatic regions [9]. Eigenvector analysis of chromosome 1 at 500Kb resolution, using Hi-C interaction matrices generated from the “50% read count” and “100% read count” datasets shown above, led to the detection of global compartments similar in structure to what had been already published [9] and between each other, therefore indicating that, contrary to domain detection, increasing read counts did not significantly improve compartment detection.

Compartments, domains and sub-domains are prominent organizational features in the maize genome. Increased interactions at their borders suggested the existence of chromatin loops (Fig. 1c). A total of 17,176 and 25,917 chromatin loops were initially detected for Hi-C replicates 1 (See Additional File 3) and 2 (See Additional File 4), respectively. 

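The deposited lists held 17201 loops for replicate 1 and 25917 for replicate 2, or 21559 ± 6163 (SD, n = 2). Loops on Chr0, which joins unplaced sequence, numbered 338 in replicate 1 and 289 in replicate 2. With loops of donut and lower-left false discovery rates of at most 0.01, 16291 and 24907 loops were left. The setting that moved the mean most was 10-kb anchors only, with 7021 loops in replicate 1.
Identical anchors were found in both replicates for 3235 loops, of which 2171 had at least 20 contacts in each. Among the latter, the 3 with the largest ratio of observed to expected contacts in the replicate where it was smaller were followed up. The first joined 24510001-24520000 and 27750001-27760000 of Chr0, with 138 contacts in replicate 1 (371 times the expected contacts) and 121 contacts in replicate 2 (349 times). Another joined 190470001-190480000 and 193250001-193260000 of chromosome 3, with 27 contacts in replicate 1 (385 times) and 24 contacts in replicate 2 (279 times). The last joined 9530001-9540000 and 11210001-11220000 of Chr0, with 77 contacts in replicate 1 (549 times) and 68 contacts in replicate 2 (250 times). The loops were 3240, 2780 and 1680 kb long, in the order given. Each ratio was larger than the number of contacts, so fewer than 1 contact was expected. Ranking by the ratio thus favours loops with a very low background. Errors in the order of the assembly were not tested for them.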

To confirm their validity, HICCUPS analyses were run at various resolutions from interaction matrices generated with distinct read counts (Table 3). Expectedly, loop counts varied with both read counts and resolution of detection. Based on those results, it was determined that the initial datasets for both replicates provided an appropriate number of high-resolution loops for subsequent analysis.

**Table 3:** Chromatin loop counts at various resolutions and read counts

Loop detection resolution	Replicate 2 100% read count	Replicate 2 50% read count
5Kbps	16,568	9118
10Kbps	25,917	16,950
25Kbps	18,397	13,697
50Kbps	35,832	24,358

Chromatin loops were detected with the HICCUPS software tool, from Hi-C interaction matrices generated using 100 and 50% total sequencing read counts.

Distances between anchors within a loop varied from 30Kbps to >1Mbp (Fig. 1d). 

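The gap between the anchors of a loop was at least 30 kb in both replicates, with a median of 110 kb in each. It exceeded 1 Mb for 277 loops of replicate 1 (1.61%) and 275 loops of replicate 2 (1.06%). Many of these were on Chr0, which joins unplaced sequence. By the distance between anchor starts, 139 loops of replicate 1 and 128 of replicate 2 on Chr0 were longer than 1 Mb. On chromosomes 1 to 10 there were 142 (0.842%) and 151 (0.589%). Between anchor starts, the median length was 120 kb in both replicates, with quartiles of 70 and 225 kb in replicate 1 and 60 and 220 kb in replicate 2. The longest loop of replicate 1 joined 162450001-162475000 and 172650001-172675000 of chromosome 8, over 10200 kb, with 11 contacts. The longest of replicate 2 joined 263740001-263750000 and 280870001-280880000 of chromosome 1, over 17130 kb, with 17 contacts. The shortest length was shared by 643 loops in replicate 1, at 35 kb, and by 3423 loops in replicate 2, at 40 kb.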

Interestingly, repeat element density analysis, between anchors and regions located between two anchors, labeled as “loop interiors”, showed that repeats were more prevalent in loop interiors (Fig. 1e). 

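Loops were compared between replicates by an overlap of at least 1 bp on each anchor. In replicate 1, 7896 loops (45.9%, interval 45.2 to 46.6%) had both anchors in 1 loop of replicate 2, against a mean of 1.07% for shifted loops (one-sided permutation test, p = 0.001, the smallest p that the shifted lists can give). In replicate 2, 7898 loops (30.5%, interval 29.9 to 31.0%) had both anchors in 1 loop of replicate 1, against 0.705% (same permutation test, p = 0.001). No anchor overlapped any anchor of the other replicate for 1271 loops of replicate 1 (7.39%) and 2631 loops of replicate 2 (10.2%). For shifted loops these shares were 65.7% and 66.9% (one-sided permutation test in the lower direction, p = 0.001 for each). A single anchor was found in the other replicate for 4487 loops of replicate 1 (26.1%) and 7853 loops of replicate 2 (30.3%). In the remaining 3547 loops of replicate 1 (20.6%) and 7535 loops of replicate 2 (29.1%), both anchors overlapped anchors of different loops. With 10-kb anchors only, replicate 1 was cut to 7021 loops, while replicate 2 kept all 25917. Of the replicate 2 loops, 12.5% then had both anchors in replicate 1, and 39.8% had none. Of the replicate 1 loops, 46.1% had both anchors in replicate 2, and 7.09% had none.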

There were 7917 loops present in both replicates, with both anchors overlapping by at least 1 bp, and only 1268 loops in replicate 1 and 2657 loops in replicate 2 where none of the anchor overlap, indicating that a significant fraction of the loops from both replicates shared one anchor only.

Additional comparisons were made with prior sets of high-resolution chromatin interactions detected with the HiChIP [11] and ChIA-PET methodologies in B73 [10]. The HiChIP data were generated using antibodies targeting histone modifications associated with transcriptional activations (H3K4me3) and repression (H3K27me3) while the ChIA-PET data were generated using antibodies targeting histone modifications associated with transcriptional activation only (H3K4me3 and H3K27ac) and filtered into a final chromatin interaction dataset (see Supplementary Data 16 in [10]). Those high-resolution datasets were expected to capture local interactions (such as interactions between regulatory elements), typically not detectable via Hi-C sequencing. Co-location analysis of replicate 2 loop anchor regions with high-resolution interaction loop anchors (Table 4) showed that, while ~ 9 to 18% of high-resolution interaction datasets fully overlapped with Hi-C loops (“2 co-located anchors”), a majority (~ 68 to 80%) of all remaining high-resolution loops shared one anchor with replicate 2 Hi-C loops.

**Table 4:** Co-location of loop anchors with high-resolution conformation capture datasets

	2 co-located anchors	1 co-located anchor	0 co-located anchor	Total loop counts
ChIA-PET (chromatin interactions)	4511	15,890	3817	24,218
HiChIP (H3K27me3)	3612	24,909	11,297	39,818
HiChIP (H3K4me3)	10,021	45,011	11,980	67,012

High-resolution ChIA-PET and HiChiP interaction coordinates were compared to replicate 2 Hi-C loop anchor coordinates. Co-location was determined with anchors exhibiting at least 50% overlap between the two data types. Antibodies targeting histone modifications in HiChIP are shown. High-resolution loops were counted once only, after prioritization, in the following order, for exhibiting 2, 1 or 0 co-located anchors.

Further analysis comparing replicates 1 and 2 Hi-C datasets with high-resolution ChIA-PET maize data indicated that both anchors from up to 60% of all high-resolution interactions overlapped with anchors derived from Hi-C replicates 1 or 2 (Fig. 2a). Up to 28% of the remaining high-resolution interactions shared one anchor with loop interior regions, while a small number of interior regions overlap fully with both high-resolution anchors. Interestingly, only 23,536 out of the 48,430 anchors forming high-resolution chromatin interactions were deemed as distinct, based on their exact physical coordinates.

**Fig. 2:**
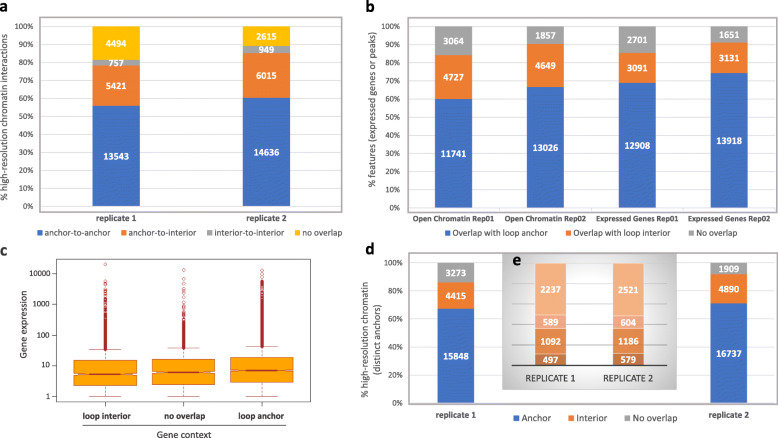
Characterization of Hi-C chromatin loop anchor and interior regions. **a** Overlap of replicates 1 and 2 chromatin loops with high-resolution chromatin interactions (see text). Percentages of high-resolution chromatin interactions (Y-axis) mapping with replicates 1 and 2 chromatin loops are shown (anchor-to-anchor, anchor-to-interior, interior-to-interior or not mapping). Numbers within each box indicate counts of high-resolution chromatin interactions for each category. **b** Overlap of B73 leaf v04 ATAC-Seq peaks and expressed genes (see text) with replicates 1 and 2 chromatin loops. Percentages of peaks and expressed genes overlapping with loop anchors, loop interiors, or not overlapping, are shown (Y-axis). Numbers within each box indicate counts of peaks or expressed genes for each category. **c** Wilcoxon test plots for gene expression differentials between expressed genes overlapping with replicate 1 loop anchors, overlapping with replicate 1 loop interiors or not overlapping. **d** Overlap of distinct high-resolution chromatin interaction anchors with Hi-C chromatin loop anchors and interiors. Percentages (Y-axis) of distinct high-resolution anchors mapping to Hi-C loop anchors, interiors, or not overlapping to any Hi-C features are shown for replicates 1 and 2 chromatin loops (respective counts are shown within each box). **e** High-resolution anchors co-locating with replicates 1 and 2 loop interiors and, from bottom to top, 1) expressed genes flanked by overlapping open chromatin peaks or peaks located <2Kbps away; 2) expressed genes and open chromatin peaks located >2Kbps away from the gene; 3) open chromatin peaks and expressed gene located >2Kbps away from the peak; and 4) no overlapping features (expressed gene or open chromatin peak). Counts are shown for each category

A similar analysis was performed with a prior low-resolution Hi-C dataset [9], where 96% of all low-resolution Hi-C loops (5393 out of 5616) shared either one or two anchors with the replicate 2 Hi-C loop dataset. Taken together, these results suggested that deep sequencing of Hi-C libraries captured specific regions of the maize genome that were involved in transcriptional regulation. In addition, the repeated detection of loops sharing one anchor between multiple independent datasets suggested a regulatory environment where a conserved set of genomics regions was involved in complex interaction networks regulating multiple genes through the formation of distinct loops.

Another co-location analysis was performed where Hi-C loop anchor coordinates were compared for each replicate to their respective hierarchical TAD-like domain boundary coordinates. In here, loop spans (excluding loops detected in AGPv4 Chr0), rather than individual loop anchors, were analyzed and counted, depending on whether loops were fully embedded within a hierarchical TAD-like domain, or whether one or both loop anchors were located within 2Kbps flanking domain boundaries. Results are shown in Table 5 (replicate 1) and Table 6 (replicate 2).

**Table 5:** Replicate 1 loop overlap with hierarchical TAD-like domains

	Embedded loops	1 co-located anchor	2 co-located anchors
Level 0	4272	1214	85
Level 1	2484	1024	103
Level 2	852	366	67
Level 3	185	76	7
Level 4	18	13	0
Level 5	2	3	0
Level 6	2	1	0

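Each loop of chromosomes 1 to 10 was given to the smallest domain of its own replicate in which each anchor lay inside or overlapped the 2 kb on either side of a boundary by at least 1 bp. An anchor just outside a domain, next to its boundary, thus counted as at the boundary. In replicate 1, 13351 loops were held by 1 domain in this way. Of all loops of replicate 1, 37.9% (6384 loops, interval 37.1 to 38.6%) were embedded, 32.7% (5511 loops, interval 32.0 to 33.4%) had 1 anchor at a boundary and 8.63% (1456 loops, interval 8.22 to 9.07%) had anchors at both boundaries of the domain. For shifted loops the shares were 44.6%, 13.3% and 1.04% (two-sided permutation tests, p = 0.002 for each, the smallest p that the shifted lists can give). With the largest domain in place of the smallest, 52.5% of replicate 1 loops were embedded, above the 50.0% of shifted loops (same permutation test, p = 0.002), so the direction of the embedded share depends on which domain is used. The shares with anchors at boundaries kept their direction. They were moved most by the rule for an anchor that extends past a boundary or lies just outside it. When both anchors had to lie inside the domain to the base, 10774 loops were held, of which 7815 were embedded, 2697 had 1 anchor at a boundary and 262 had 2.

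**Figure D4:**
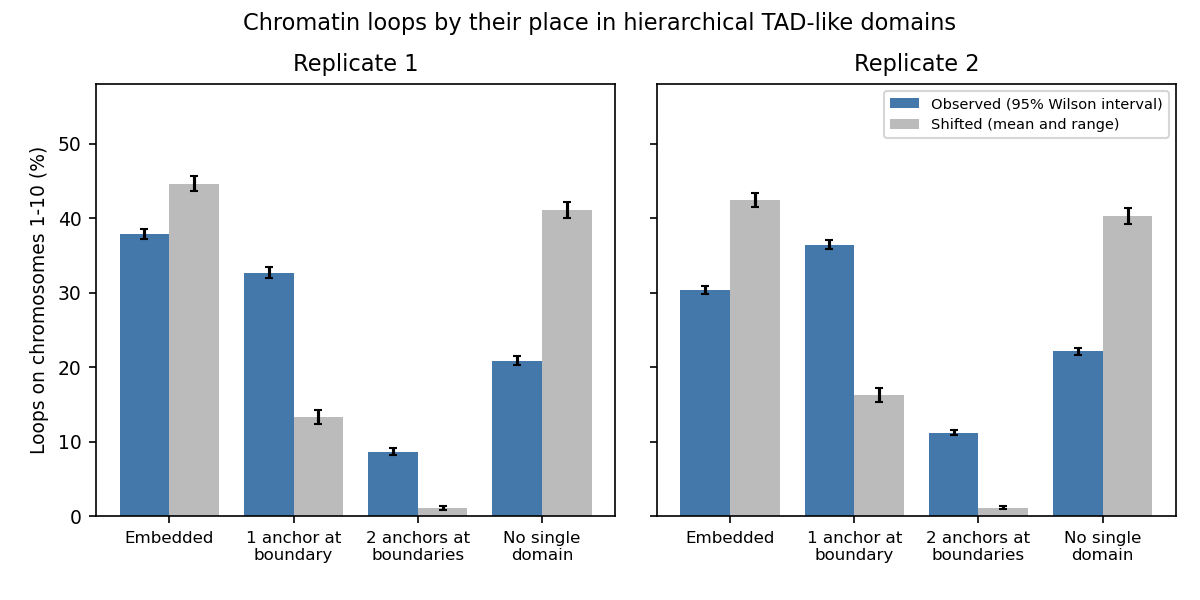
Share of the loops of chromosomes 1 to 10 (y-axis, %) by their place in the domains of the same replicate (x-axis), with replicate 1 on the left and replicate 2 on the right. Blue bars are observed shares with 95% Wilson intervals, and grey bars are means over 1000 shifted lists with their range.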

Out of a total of 16,863 loops (excluding Chr0 loops), 10,774 overlap with replicate 1 domains, including 7815 fully embedded within domains (“Embedded loops”). Hierarchical TAD-like domains (levels 0 to 6) are shown on the left column. “Embedded loops”: Hi-C loops are fully included within a domain; “1 co-located anchor”: one Hi-C loop anchor overlaps with one of the two domain boundaries only, while the other anchor is located inside the domain; “2 co-located anchors”: both Hi-C loop anchors overlap with boundaries from the same domain. Loops overlapping with multiple Level 0 domains or not overlapping with any domains are not shown.

**Table 6:** Replicate 2 loop overlap with hierarchical TAD-like domains

	Embedded loops	1 co-located anchor	2 co-located anchors
Level 0	5360	2484	308
Level 1	3117	2104	371
Level 2	1109	769	142
Level 3	213	164	30
Level 4	35	19	4
Level 5	3	4	0

Out of a total of 25,628 loops (excluding Chr0 loops), 16,236 overlap with replicate 2 domains. 

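With the same rule, 19962 loops of replicate 2 were held by 1 domain. Of all loops of replicate 2 on chromosomes 1 to 10, 30.3% (7765 loops, interval 29.7 to 30.9%) were embedded, 36.4% (9329 loops, interval 35.8 to 37.0%) had 1 anchor at a boundary and 11.2% (2868 loops, interval 10.8 to 11.6%) had 2. For shifted loops the shares were 42.4%, 16.3% and 1.09% (two-sided permutation tests, p = 0.002 for each, the smallest possible here). With the largest domain, the embedded share was 46.7%, below the 49.2% of shifted loops. With both anchors inside the domain to the base, 16237 loops were held, of which 9837 were embedded, 5544 had 1 anchor at a boundary and 856 had 2.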

Definitions are similar to the ones described on Table 5.

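Loops held by no single domain were 21.5% ± 0.906 (SD, n = 2) of the loops on chromosomes 1 to 10, with 3512 loops in replicate 1 and 5666 in replicate 2. Shifted loops gave 41.1% in replicate 1 and 40.2% in replicate 2 (two-sided permutation test, p = 0.002 in each, the smallest possible here). In most of these loops both anchors touched level 0 domains, with 3450 loops in replicate 1 and 5465 in replicate 2. The share was 36.4% when both anchors had to lie inside the domain to the base.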

Approximately 37% of all loops detected from Hi-C replicates 1 and 2 either co-located with multiple Level 0 domains (i.e., each anchor was located in a distinct domain) or did not overlap with any domain. 

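Of the loops held by a single domain, 47.8% were embedded in replicate 1 and 38.9% in replicate 2. With both anchors inside the domain to the base, the shares were 72.5% and 60.6%. With the largest domain that holds a loop in place of the smallest, they were 66.3% and 60.0%.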

At least 60% of the remaining loops as shown on Tables 5 and 6 were fully embedded within a single domain.

Sequence coverage peaks from ATAC-Seq libraries are generally seen as a proxy for transcription factor binding sites and gene regulatory elements in genomic DNA [15]. Sequencing of three ATAC-Seq biological replicates led to the detection of 20,955 to 39,584 open chromatin peaks (see Additional file 5). For each replicate, peaks were classified as located between two nucleosomes (“nucleosome-free” or “NF”) or overlapping one or more nucleosome (“multi-nucleosome” or “MN”), based on the distance between ATAC-Seq paired sequencing reads. While NF peaks tended to be discrete peaks (~ 100 bps) located immediately upstream or downstream of genes (proximal peaks), or in intergenic regions (distal peaks), MN peaks tended to be broad peaks primarily centered over entire gene regions. A list of 32,009 “consensus” NF and MN peaks was generated, where a peak had to be present in at least two individual replicates to be conserved, out of which only the 19,532 NF peaks were kept for further analysis (See Additional File 6).

Co-location analysis of ATAC-Seq NF peaks with chromatin loops initially was performed using whole replicate 1 and 2 Hi-C loop datasets and assessed, based on the following criteria. 

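Replicate 1 had 29182 distinct anchors by exact coordinates, of which 14.7% (4302 anchors, interval 14.3 to 15.2%) were part of more than 1 loop. Replicate 2 had 27603 distinct anchors, of which 48.8% (13473 anchors, interval 48.2 to 49.4%) were. With overlapping anchors merged, the share in replicate 1 was 35.9%. The anchor with the most loops in replicate 1, at 27760001-27770000 of Chr0, was part of 11 loops. In replicate 2, anchors at 20550001-20560000 and 25290001-25300000 of Chr0 were each part of 15 loops.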

As many chromatin loop anchors were shared between multiple loops, in a significant number of cases, a peak could align to an anchor for one loop and a loop interior for another loop. Therefore, peak overlaps to loop regions were determined first based on their potential overlap to at least one loop anchor. If no overlap was detected, peaks were assessed based on their potential overlaps to loop interiors, then to genomic regions located outside of chromatin loops. Using this approach, up to 13,026 peaks, out of 19,532, overlapped primarily with anchors, while up to 4649 peaks overlapped primarily with loop interiors (Fig. 2b). On the other hand, only 33% of all anchors overlapped with open chromatin peaks, suggesting technical constraints that limited the total number of peaks detected here, but also the possibility for distinct functions, or lack thereof, for some anchors not overlapping with peaks.

A similar outcome was observed for expressed genes. The total number of genes in B73 was estimated to be 38,847, out of which 18,700 were defined as “expressed” (see Methods) in B73 leaf whole tissue (see Additional file 7). Of these, up to 13,918 (74.4%) primarily overlapped with chromatin loop anchors (Fig. 2b). When adding expressed genes overlapping with loop interiors, up to 91.1% of all expressed genes in leaf overlapped with chromatin loops. Among the remaining 20,147 un-expressed genes, 8162 overlapped primarily with loop anchors (from replicate 1) while another 7672 overlapped with loop interiors, suggesting that silenced genes also could be regulated through loop formation. No major differences in expression levels were observed between genes overlapping with loop anchors, genes overlapping with loop interiors and genes located outside of loops (Fig. 2c; replicate 1 only).

The 23,536 distinct anchors from high-resolution chromatin interactions were mapped to determine whether peaks and expressed genes overlapping with Hi-C loop interiors (Fig. 2d) also could overlap with high-resolution loop anchors. Up to 92% of distinct high-resolution anchors were contained within Hi-C chromatin loops, including up to 4890 overlapping with Hi-C loop interiors (Fig. 2d). Among those, 49% overlapped with at least one expressed gene or an open chromatin peak (Fig. 2e). Conversely, 42.7% of expressed genes and 29.9% of open chromatin peaks present in replicate 2 loop interiors (Fig. 2b) also overlap with high-resolution loop anchors.

A total of 50,929 eQTLs associated to over 18,000 maize genes, derived from genotyping-by-sequencing, high density arrays and RNA-Seq data (see Supplemental Table 6 in [13]) were aligned to anchors. For replicate 2, 17,020 eQTLs had the lead SNPs and expression traits located on the same anchor while 2632 had them located on separate anchors from the same loop (for replicate 1, those numbers were 10,938 and 1829, respectively). Co-location occurred on 8745 distinct replicate 2 anchors and 8907 distinct replicate 1 anchors. Out of the 43,398 unique SNPs derived from the eQTL dataset, 25,162 and 27,252 overlapped with replicate 1 and replicate 2 anchors, respectively. Interestingly, 29,248 eQTL SNPs also overlapped with the high-resolution chromatin interactions described above [10].

To assess whether ultra-deep sequencing of Hi-C libraries captured chromatin loops carrying distinct functions, loops mapping to hierarchical TAD-like domains (as described in Tables 5 and 6) were further analyzed by determining the overlaps of their anchor regions (at least 1 bp overlap) with the same ATAC-Seq NF peaks, expressed genes and eQTL expression trait datasets used above (Fig. 3). Anchors from loops mapping to distinct domains or overlapping with one or two boundaries (at least 2Kbps overlap) within the same domain intersected more frequently with ATAC-Seq NF peaks (Fig. 3a), expressed genes (Fig. 3b) and eQTL expression traits (Fig. 3c), than anchors from fully embedded loops. The different frequencies (shown here in percentage points) were consistent between Hi-C replicates 1 and 2 (Fig. 3) and could reflect domain types with different organizational features or associated with distinctive biological functions [9]. No apparent differences were observed when plotting expression levels for genes overlapping with replicate 2 loop anchors in regard to the domain types they mapped to (Fig. 3d), suggesting that expression patterns and regulation of genes mapping to chromatin loops within domains did not necessarily differ from the ones located in loops overlapping domains or mapping to domain boundaries. Further studies, focusing for example on specific epigenetic marks or patterns in genes of interest, might be required to better understand potential variations in the mechanisms establishing their expression and regulation.

**Fig. 3:**
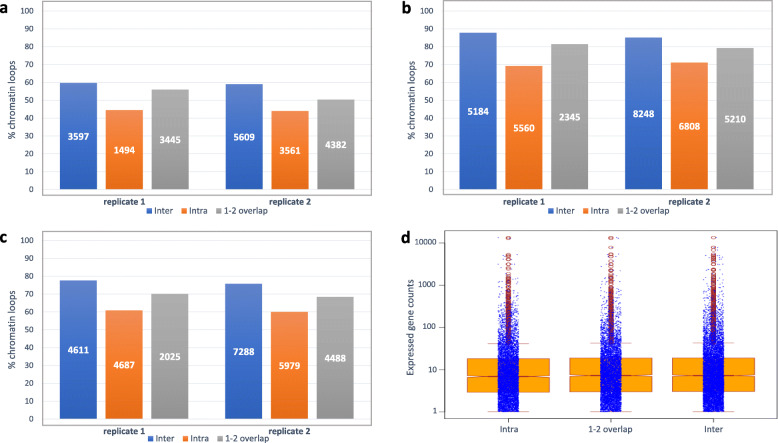
Domain-dependent co-location analysis of Hi-C chromatin loops with expression features (open chromatin, expressed genes and eQTL traits) overlapping with at least one of their anchors (**a**-**c**). Domain-dependent correlation analysis with gene expression (**d**). “Inter”: loop span multiple domains with anchors located in distinct domains; “Intra”: loops are fully embedded within a single domain or sub-domain; “1–2 overlap”: loops are contained within one domain or sub-domain, with one or both anchors overlapping with domain or sub-domain boundaries. Percentages of loops from each type co-locating with expression features are shown on the Y-axis. Respective absolute counts are listed within each box. **a** Co-location of Hi-C replicate 1 and 2 chromatin loops in relation to their overlap with open chromatin regions. **b** Co--location of Hi-C replicate 1 and 2 chromatin loops in relation to their overlap with expressed genes. **c** Co--location of Hi-C replicate 1 and 2 chromatin loops in relation to their overlap with eQTL-associated traits. **d** Gene overlap with chromatin loops and domain types are shown for Hi-C replicate 2 only. (Y-axis) Gene expression levels (computed by averaging TPM counts for four biological replicates). Mean TPM counts: 35.121 (Intra); 37.567 (1–2 overlap); 38.189 (Inter)

To further explore potential relationships between gene expression and loop formation, gene content of anchors overlapping with at least one NF peak was assessed. In this analysis, anchors were annotated based on the activity of overlapping genes located next to NF peaks. The data show that 62% of all NF peaks overlapping with chromatin loop anchors either overlapped or were located <2Kbps away from expressed genes, suggesting those peaks may correspond to proximal regulatory regions, including promoters. Conversely, analysis of gene activity in loop anchors (including genes present in multiple anchors) showed that, for 71% of anchors harboring genes, at least one of those genes was expressed (See Additional File 8). Expression was associated with the absence of inactive genes within the anchor for 88% of those anchors, and this trend was generally accentuated by the presence of proximal open chromatin peaks. 74% of the remaining anchors carried distal peaks, possibly representing long-range regulatory elements.

Anchor annotation using replicate 1 as an example (See Additional File 9) showed that, of all 18,296 anchors with at least one expressed gene, 15,058, or 82%, had only one expressed gene. A total of 3684 anchors contained at least one peak and no expressed genes (including 2285 containing one peak only). Out of those, 2897 were part of a loop where the opposite anchor contained at least one expressed gene and at least one peak, suggesting functional interactions between proximal and distal elements facilitated by loop formation. In addition, there were a total of 5488 loops containing at least one expressed gene in both anchors, including 1058 harboring at least one peak in each anchor, indicating potential interactions between proximal elements. Interestingly, out of the 11,066 anchors from replicate 1 with no known peak or expressed gene, only 2368 were combined together into one chromatin loop, suggesting that only 6.8% (1184/17,176) of all long-range chromatin loops from replicate 1 are potentially devoid of detected gene expression activity or open chromatin regions.

## Discussion

A majority of expressed genes in leaf tissue and discrete open chromatin regions (located primarily at the 5′ and 3′ ends of genes, as well as other intergenic regions that may correspond to proximal and distal regulatory element binding sites) co-locate with a conserved set of chromatin loop anchors. Chromatin loops co-locate with hierarchical TAD-like domains and sub-domains, where chromatin interactions may occur in a series of nested hierarchical sub-domains contained within larger compartment domains. Based on their co-location, loops can be divided into specific categories, each reflecting apparent variable overlap frequencies with open chromatin regions, expressed genes and public eQTL associated traits. This suggests the possibility of distinct loop types, and, possibly, distinct molecular functions, although no apparent differences in gene expression was observed between genes mapping to various loop types and regions. 

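By exact coordinates, 45.3% of the loops of replicate 1 (7790 loops, interval 44.5 to 46.0%) had an anchor in common with another loop of the same replicate. In replicate 2 this share was 89.0% (23079 loops, interval 88.7 to 89.4%). Replicate 1 held anchors of several sizes, and overlapping anchors of unlike size do not match by exact coordinates. With overlapping anchors merged, the share of anchors in more than 1 loop rose from 14.7% to 35.9% in replicate 1. It was 48.8% in replicate 2 both ways. With 10-kb anchors only, it was 17.2% in replicate 1. The shares of loops are thus not on equal terms.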

A vast majority of the chromatin loops detected via Hi-C share anchors with other loops, including high-resolution interactions detected in the same genotype (B73), but with more accurate techniques (HiChIP and ChIA-PET). A subset of these anchors overlaps with one or more expressed genes and open chromatin regions. Many are shared between multiple loops, including some that are fully embedded within larger ones. 

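In replicate 1, 5850 loops (34.0%, interval 33.3 to 34.7%) lay in the interior of a larger loop of the same replicate, and in replicate 2, 12296 loops (47.4%, interval 46.8 to 48.1%).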

Taken together, these data indicate that loop formation may be linked to gene transcription and regulation through highly dynamic three-dimensional mechanisms reminiscent of enhancer/promoter interaction complexes described elsewhere [10] and involving a conserved set of genomic regions.

Interestingly, while most of the detected active genes and open chromatin regions co-locate with chromatin loop anchors, a large portion of anchors, conversely, do not overlap with any genes or ATAC-seq peaks. It is likely that, due to technical constraints, the 19,532 consensus NF peaks used here represent a conservative estimate of the total peak counts. Therefore, many of the “empty” loop anchors listed here may harbor putative open chromatin regions that were undetected in the present study.

When combined with the observation that repeat content is denser in loop interiors than in the flanking loop anchors, the results shown here are in line with a phase separation model of chromatin dynamics in maize [16]. In this model, chromatin compartmentalization in transcribed regions is marked by the exclusion of adjacent repeat-rich regions and the formation of supramolecular condensates driving the regulation of gene expression through the active interactions between molecules that include proteins and nucleic acids. Such interaction potentially could be marked by the presence of ATAC-Seq peaks in loop anchors. Some of the loops analyzed here exhibit multiple peaks in their anchors (see Additional file 9), suggesting the possibility of multi-protein assemblies in the vicinity of potential DNA binding sites. As the work done here was performed on whole tissue, it is possible that some of the signals observed are actually due to specific cell types. As a result, more cell type-specific studies will be required to assess the mechanistic aspects of tri-dimensional regulation of gene transcription in maize. Of interest will be the need to determine whether loop formation facilitates gene expression or instead derives from it.

## Conclusions

The results shown here indicate that the scope of the functional maize genome may be narrowed down to a restricted number of loop anchors. Data suggest that these regions anchor regulatory complexes interacting with a majority of those genes being expressed in maize, through three-dimensional interactions hypothesized to be consistent with a phase separation model of chromatin dynamics. While further investigation will be required to confirm this model, the various sequencing datasets generated for this study will facilitate the systematic discovery of new motifs, such as enhancers and eQTL variants, making them prime candidates for future functional genomics studies through their direct association with the transcription of specific gene sets. In addition, the current datasets may be used to facilitate prediction modeling for breeding and genomic selection applications, through the ranking of specific variants in loop anchors and of their predicted functional impact in genotypes of interest.

## Methods

### Plant material

Whole maize B73 v04 leaf tissue, grown in a greenhouse, was collected and stored at − 80 °C after grinding. Plants were divided into four biological replicates (four plants per replicate). The same replicates were used for gene expression profiling (RNA-Seq), accessible chromatin (ATAC-Seq), and three-dimensional chromatin profiling (Hi-C).

### Hi-C library construction

Grinded tissue from two biological replicates (replicates 1 and 2), kept at − 80 °C and each containing v04 leaves from four plants, were used for preparing two Hi-C replicate libraries. Libraries were constructed with the Dovetail Hi-C Library preparation Kit (Dovetail), according to the manufacturer’s instructions, including protocol modifications recommended by Dovetail for plant tissue. Since tissues had previously been grinded (in liquid nitrogen) before long-term storage at − 80 °C, 2 ml 1X PBS and 81 μl 37% formaldehyde were added directly to 250 mg of frozen and grinded tissue in a 15-ml tube then incubated at room temperature for 15 min, prior to completing the protocol.

### RNA-Seq library construction

Total RNA was extracted from grinded v04 leaf tissue previously stored at − 80 °C using the RNeasy 96 kit (Qiagen). Four biological replicates, each containing v04 leaves from four plants, were used for total RNA extraction and subsequent poly(A) RNA library construction. Poly (A) RNA-Seq libraries were built using the TruSeq stranded mRNA library preparation kit (Illumina) according to the manufacturer’s instructions.

### ATAC-Seq library construction

Grinded tissue from three biological replicates, kept at − 80 °C and each containing v04 leaves from four plants, were used for nuclei extraction and ATAC-Seq library preparation. Prior to library construction, 1 L of 1X Nuclei Isolation Buffer (NIB) solution (10 mM Tris-HCl, pH 8.0; 10 mM EDTA pH 8.0; 7.45 g/L KCl; 171.2 g/L sucrose; 1 g/L spermidine trihydrochloride; 0.35 g/L spermine tetrahydrochloride) was prepared and sterilized by filtration. Approximately 1 g of frozen leaf tissue was mixed with 25 ml NIBM (0.001% beta-mercapto ethanol in 1X NIB) and incubated on ice for 15 min. After filtering through a 100 μm filter, the pellet was washed with 15 ml NIBM and filtered again with a 40 μm filter. 2 ml of NIBT (10% Triton X-100 in 1X NIB) were added to the 40 ml solution and incubated on ice for 15 min. After centrifugation at 2400 g for 15 min at 6 °C, the pellet was resuspended on ice and 25-35 ml of 1X NIB were added. After another centrifugation at 2400 g for 15 min at 6 °C, the supernatant was removed, and the nuclei pellet was kept on ice. Nuclei were counted after mixing 20 μl Trypan Blue with 10 μl 1X NIB and 10 μl nuclei suspension and loading 10 μl of the resulting mix on a hemocytometer. After counting, 40,000 nuclei were mixed with 1X Tagment DNA (TD) Buffer (Illumina) and 2.5 μl Tagment DNA Enzyme 1 (TDE1) (Illumina) in a 50 μl reaction. After incubation at 37 °C for 30 min, mixing up and down a few times, the tagmented DNA was cleaned-up in 15 μl EB buffer with a MinElute PCR Purification Kit column (Qiagen) and stored at − 20 °C. PCR reaction then was performed after mixing 15 μl of tagmented DNA with 2.5 μl each of 25 μM i5 (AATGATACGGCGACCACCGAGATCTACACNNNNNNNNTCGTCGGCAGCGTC) and i7 (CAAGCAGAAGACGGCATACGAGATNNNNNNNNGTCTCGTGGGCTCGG) PCR primers (where N indicates the presence of an 8-bp barcode) in 1X Q5 HotStart Master Mix (NEB), and incubating 5 min at 72 °C, 30s at 98 °C, followed by 5 cycles of: 10s at 98 °C; 30s at 63 °C; 1 min at 72 °C, and hold at 4 °C. After this initial PCR, 5 μl of amplified DNA was quantified via qPCR (using the same PCR primers) to determine the optimum number of PCR cycles for the remaining 45 μl before over-amplifying the sample (characterized by ¼ of the maximum fluorescent intensity on the qPCR plot). Typically, PCR reactions were completed after adding 6–8 amplification cycles. The DNA then was cleaned-up with a MinElute column and resuspended in 15 μl EB buffer (Qiagen).

### Sequencing and data analysis

Sequencing of the two Hi-C biological replicates (replicates 1 and 2) was performed on Illumina HiSeq 2500 and NovaSeq 6000 systems, at 2x150bps. Filtering of the raw read data and mapping to the B73 AGPv4 reference genome sequence were performed using the Juicer package [17]. Frequency of contacts were plotted on a 2D matrix using the Juicebox utility [18]. Chromosomal A/B compartments predictions for chromosome 1 were made using Juicer-Eigenvector at bin sizes 250 and 500 Kbps. Hierarchical TADs were called for both Hi-C replicates using HiTAD from the TADLib package [14]. Default parameters were used. The related runHiC pipeline was run for each replicate, also with defaults, to generate the .cool files needed for HiTAD analysis. Chromatin loops were detected using the HICCUPS software package [4] (from the Juicer package versions 1.9.9 and 1.14.08, for replicates 1 and 2, respectively). 

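In replicate 1, 33.5% of the loops (5762) had 5-kb anchors, 40.8% (7021) had 10-kb anchors and 25.7% (4418) had 25-kb anchors. All 25917 loops of replicate 2 had 10-kb anchors. Over both replicates, 76.4% of the loops had 10-kb anchors.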

Default values for chromatin loop anchor lengths vary from 5 to 25Kbps, with a majority at 10Kbps.

For repeat density analysis, repeat elements for the B73 AGPv4 reference genome sequence were obtained from MaizeGDB. The manner in which these elements overlap the loops predicted from the replicates 1 and 2 data sets was examined. Each loop was treated as the union of two anchor regions and an interior region. These three components were compared to the set of repeat elements using “bedtools -coverage” [19] which reported the number of positions in each covered by at least a single repeat element. With this and the known sizes, the fraction of anchor and interior positions covered in each loop was computed.

For eQTL analysis, 61,188 eQTL records (see Supplemental Table 6 in [13]) provided the genomic location of each eQTL, its lead SNP, and the associated gene relative to the maize B73 RefGen v2 reference. Coordinates of the eQTLs and the SNPs were translated to coordinates in Zm-B73-REFERENCE-GRAMENE-4.0 (AGPv4) using the EnsemblPlants Assembly Converter. Gene names were translated to the B73 v4 Zm00001d.2 gene model set names using cross-reference information provided by MaizeGDB. A number of eQTLs could not be translated directly, as, for example, when the associated gene in RefGen v2 no longer existed in AGPv4 or the converter split it into several segments. In the former case the original record was ignored; in the latter, the segment containing the SNP was retained as the AGPv4 eQTL. Each AGPv4 eQTL record (eQTL region, lead SNP, associated gene) then was examined in conjunction with loop structures and coordinates predicted from replicate 2.

Gramene gene models for build 4.0 of B73 were obtained from the MaizeGDB repository, specifically from the GFF3 file Zm-B73-REFERENCE-GRAMENE-4.0_Zm00001d.2.gff3. Feature types “gene,” “lincRNA_gene,” “miRNA_gene,” and “tRNA_gene” were selected, yielding 44,474 genes. Of these, 38,847 were reported to be associated with chromosomes 1–10 and represent the set used for genic analyses.

RNA-Seq libraries derived from all four biological replicates were sequenced on an Illumina HiSeq 2500 system at 1x50bps (single 3′ end sequenced), targeting ~20MM single reads per replicate. Read sequences were trimmed based on quality scores and those matching B73 mitochondrial, chloroplast, and rRNA sequences were filtered with FACS [20]. The remaining reads were quantified using Kallisto [21] pseudoalignment to the B73 AGPv4 gene transcripts and estimated counts summarized at the gene level. The Sleuth expression analysis suite in R [22] was used to normalize and report the abundances as Transcripts Per Million, or TPM [22]. Individual expression levels (TPM counts) reported for each gene in the four biological replicates were averaged to provide a global average expression level for each gene. Genes with average leaf expression level greater than or equal to one were taken as expressing. With this criterion, 18,700 genes associated with chromosomes 1–10 were listed as “expressed genes” while the remaining 20,147 were listed as “unexpressed”. Finally, genes were mapped to Hi-C chromatin loops using BEDTools [19].

Sequencing of three ATAC-Seq biological replicates was performed on an Illumina NovaSeq 6000 system at 2x50bps. After removing contaminant adapter and organellar sequences, reads were mapped to the AGPv4 reference genome. After filtering for proper read pair alignments and removing duplicated reads, resulting BAM files were separated based on the distance between read pairs into “NF” (“nucleosome-free”) regions and “MN” (“multi-nucleosome”) regions. Reads mapping to specific regions known to exhibit high coverage depth (for example, homologs to organellar genes) were removed using “bedtools -intersect” [19]. NF and MN peaks were called separately with the MACS2 software tool [23]. Consensus peaks were generated by searching for physical overlap (> 1 bp) between peaks generated for each replicate.

ATAC-Seq NF consensus peaks were classified in relation to their proximity to a particular expressing gene. The location of each expressing gene was compared to the set of 19,532 NF consensus peaks on chromosomes 1–10. For each, the closest peak and its distance in bp was determined using “bedtools -closest” [19], comparing the genomic coordinates (start-end) of the gene with the genomic coordinates (start-end) of each peak. Genomic coordinates and strand information for genes were taken from the Gramene gene models GFF3 file. The nearest peak was declared “overlapping” if any part of its span overlapped (at least 1 bp) any part of the gene’s span, in which case “bedtools -closest” reported a genomic distance of 0 bp. Otherwise, a signed distance was reported, negative if the peak was located “left” of the gene, positive when it was located “right” of it. The distance indicated the smallest absolute difference between the endpoints of the gene and the peak. This signed distance and the known strand of the gene allowed determination of the peak as lying 5′ or 3′ of the gene. Peaks then were mapped to gene models using BEDTools [19] according to the following four categories: 1) peaks overlapping a particular gene model; 2) peaks located <2Kbps downstream from a gene model; 3) peaks located <2Kbps upstream from a gene model; and 4) peaks located >2Kbps away from a gene model (upstream or downstream).

Peaks were mapped to chromatin loops using BEDTools [19]. Prioritization of peak overlaps was made necessary by the fact that a large fraction of chromatin loops shared one anchor. It was performed according to the following order: 1) peaks overlapping an anchor region; 2) peaks overlapping a loop interior region; 3) peaks not overlapping any loop regions. Following that order, peaks mapping to category 1 were removed from the list of peaks mapped to category 2 (and from category 3 when mapping to category 2).

## Supplementary Information

**Additional file 1.** Hi-C replicate 1 TAD-like hierarchical domain coordinates. (seqid) Chromosomal assignment for domain and sub-domain; (start0) (end0) Coordinates (in bps) of start and end, respectively, of domain or sub-domain; (level) TAD-like domains are denoted as level 0, while sub-domains are denoted as level 1 or higher.

**Additional file 2.** Hi-C replicate 2 TAD-like hierarchical domain coordinates. Categories are the same as in Additional File 1.

**Additional file 3.** Hi-C replicate 1 chromatin loop coordinates. Coordinates (in bps) and chromosome assignments are shown for both anchors forming a loop. (chr1) Chromosome assignment of first anchor; (× 1, × 2) Coordinates in bps of first anchor; (chr2) Chromosome assignment of second anchor; (y1, y2) Coordinates in bp of second anchor. All coordinates are against the maize B73 AGPv4 assembly.

**Additional file 4.** Hi-C replicate 2 chromatin loop coordinates. Coordinates (in bps) and chromosome assignments are shown for both anchors forming a loop. (chr1) Chromosome assignment of first anchor; (× 1, × 2) Coordinates in bps of first anchor; (chr2) Chromosome assignment of second anchor; (y1, y2) Coordinates in bp of second anchor. All coordinates are against the maize B73 AGPv4 assembly.

**Additional file 5.** ATAC-Seq libraries. Sequencing yields and peak counts are shown for all three biological replicates. All reads were aligned against the maize B73 AGPv4 assembly. Consensus peaks (NF) were used for the study.

**Additional file 6.** ATAC-Seq consensus NF peak coordinates. Coordinates (in bps) and chromosome assignments are shown for all 19,532 consensus NF peaks. (chr) Chromosome assignment; (× 1, × 2) Coordinates in bps of consensus NF peak borders. All coordinates are against the maize B73 AGPv4 assembly.

**Additional file 7.** gene expression data. RNA-Seq were aligned to the maize AGPv4 reference genome and assigned to Gramene gene models for build 4.0 of B73 from the MaizeGDB repository. Genome coordinates and TPM counts for each gene transcripts are shown.

**Additional file 8.** overlap analysis of Hi-C replicate 1 and 2 chromatin loop anchors against expressed genes and ATAC-Seq consensus peaks. See Additional File 6 for details. Features overlapping with loop anchors are listed and counted for each Hi-C replicate (“expressed gene”: gene with expression level above expected threshold “unexpressed gene”: gene with expression level below expected threshold; “overlapping peak”: open chromatin peak overlapping with expressed gene; “peak <2Kbps upstream”: open chromatin peak located <2Kbps upstream from expressed gene; “peak <2Kbps downstream”: open chromatin peak located <2Kbps downstream from expressed gene; “peaks >2Kbps”: open chromatin peak located >2Kbps from expressed gene).

**Additional file 9.** replicate 1 chromatin loop anchor annotation and counts for each feature listed below. (seqid) Chromosomal assignment for loop anchor; (start) (end) Coordinates (in bps) of start and end, respectively, of chromatin loop anchor; (locus) name and loop assignment of anchor; (bare) presence or absence of any of the features listed below on anchor (0 = at least one feature present; 1 = no feature present). The following features are annotated: (ef) (uf) expressed (ef) or unexpressed (uf) gene with nearest open chromatin peak >2Kbps away from gene; (en3) (un3) expressed (en3) or unexpressed (un3) gene with nearest open chromatin peak <2Kbps downstream from gene; (en5) (un5) expressed (en5) or unexpressed (un5) gene with nearest open chromatin peak <2Kbps upstream from gene; (eo) (uo) expressed (eo) or unexpressed (uo) gene with nearest open chromatin peak overlapping with gene; (mp) open chromatin peak overlapping an anchor; (mpfe) open chromatin peak overlapping an anchor but with the nearest expressed gene >2Kbps away from the peak.

## Data Availability

Hi-C interaction matrices, hierarchical TAD-like domain coordinates and chromatin loop coordinates generated during this study have been deposited in NCBI’s Gene Expression Omnibus [https://www.ncbi.nlm.nih.gov/geo] under GEO Series accession number GSE161294. The Hi-C, RNA-Seq and ATAC-Seq read data are available in NCBI’s Sequence Read Archive repository [https://www.ncbi.nlm.nih.gov/sra] under SRA accession number PRJNA647026.

How the deposited data were processed for this re-analysis (not part of the article)

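Hi-C of maize B73 leaf tissue at stage v04 was analysed for replicates 1 and 2, with 4 plants in each and 1 condition. The authors filtered the reads and mapped them to B73 AGPv4 with Juicer. They made matrices with runHiC and called hierarchical domains with HiTAD, both at default parameters. They called loops with HICCUPS of Juicer 1.9.9 for replicate 1 and 1.14.08 for replicate 2. Replicates were not pooled.

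The loop lists deposited by the authors give whole-number counts of contacts at each loop, not normalized. They also give the contacts that the authors' software expected from 4 local backgrounds, and the false discovery rate (q-value) against each, which the authors computed with HICCUPS. The largest q-value was 0.0983 in replicate 1 and 0.0977 in replicate 2. The domain lists give start, end and nesting level. The lists hold calls only, so regions with no call were not measured, and the anchor sizes differ between the replicates, which affects every comparison of loop numbers, lengths and shared anchors.

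Coordinates were compared with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and numba 0.67.0, intervals came from scipy 1.17.1, and plots from matplotlib 3.10.9. Loop length is the distance between anchor starts. Domains were counted as shared when both boundaries lay within 10 kb. Loops were counted as shared when 1 loop of the other replicate overlapped both anchors by at least 1 bp. Each loop of chromosomes 1 to 10 was classed by the smallest domain in which each anchor lay inside or overlapped the 2 kb on either side of a boundary. Chromosome lengths were taken as the largest coordinate in the files.

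Permutation tests moved all loops or domains of a chromosome by 1 random distance of 1 to 5 Mb in either direction, in steps of 50 kb, over 1000 lists with a fixed seed. The smallest p is 0.001 one-sided and 0.002 two-sided. Tests of shared loops and domains were one-sided, and tests of loop classes two-sided. The comparison and the classes were checked on lists with known answers. All 400 of 400 loops copied from replicate 1 were found, which identical anchors make certain. This says nothing about loops whose anchors differ in size or position. The classes of 10 of 10 hand-made loops were right. Of 20 lists of rotated replicate 1 loops, made without enrichment, 1 was called.

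Depth is the paper's, since the lists do not hold the total contacts. Values of both replicates are given as mean and SD, and shares with 95% Wilson intervals, which treat loops as independent and cover counting error only. The loops and domains named were chosen by a rule written before the data were examined. These were the 3 loops with identical anchors and the largest ratio in both replicates, the loops and domains of the regions of Fig. 1b and Fig. 1c, the longest and the shortest loops, and the anchors with the most loops. Settings and their alternatives were also fixed then, except where stated. Repeat content, gene overlap, open chromatin, expression, eQTLs and chromatin interactions from other studies were not analysed here.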

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

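The tests in this part were chosen after the loops on Chr0 had been seen. Chr0, which joins unplaced sequence of the assembly, is left out of the paper's loop classes, and its loops are a signal in data that the paper did not analyse there. There were 338 loops on Chr0 in replicate 1 and 289 in replicate 2, or 12.2 and 10.4 loops per Mb, against 8.01 and 12.2 loops per Mb on chromosomes 1 to 10.

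A candidate explanation is that unplaced sequence is joined in arbitrary order, so that pieces that lie close together in the genome stand far apart on Chr0. In replicate 1, 41.1% of Chr0 loops (interval 36.0 to 46.4%) were longer than 1 Mb, against 0.842% on chromosomes 1 to 10, and in replicate 2, 44.3% (interval 38.7 to 50.1%), against 0.589%. The median ratio of observed to expected contacts was 13.4 on Chr0 and 4.93 elsewhere in replicate 1, and 11.5 and 4.43 in replicate 2. Both values are consistent with this explanation. Both anchors recurred in the other replicate for 35.5% of Chr0 loops of replicate 1 and 41.5% of those of replicate 2. Repeats shared between unplaced pieces were not tested and stay open. No biological explanation was tested, since the design has 1 condition.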

How the results depend on the processing

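Over 20 results, 102 alternatives were computed, of which 1, replicate 2 without loops of 40 kb, was chosen after the data were examined and the others before. In 95 of them the result kept its direction and side of the threshold, or, without a test, moved by less than 1 SD between replicates (for counts, by less than 1.5 times). In 6 a mean over replicates that is not a count moved by more than 1 SD, and in 1 a test reversed. With the largest domain in place of the smallest, the share of replicate 1 loops embedded in a domain was 52.5%, above the 50.0% of shifted loops (two-sided permutation test, p = 0.002), where the smallest domain gave 37.9%, below the 44.6% of shifted loops. In replicate 2 it stayed below with both. The cause was not tested. The other permutation tests of shared domains, shared loops and loop classes kept their direction under the alternatives run for them.

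With domains of at least 100 kb only, the share of sub-domains was 57.8% in place of 60.8%, and coverage by level 0 domains was 95.6% in place of 99.0%. The median loop length, which did not differ between replicates, was 125 kb with 10-kb anchors only and 110 kb when measured as the gap between anchors, in place of 120 kb. The gap is shorter by construction. The share of loops embedded in 1 domain was 34.1% ± 5.35 (SD, n = 2), 49.6% with the largest domain in place of the smallest and 42.4% with both anchors inside the domain to the base. Apart from the gap, the cause was not tested.

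The share of loops with an anchor at a boundary ranged from 21.3% with both anchors inside the domain to the base to 49.7% with a 10-kb flank, and lay above the shifted share in each. The share of replicate 1 loops with both anchors in replicate 2 ranged from 45.7% to 67.5%, and that of replicate 2 loops from 12.5% with 10-kb anchors only to 44.8% with anchors within 10 kb. An overlap of 50% of the shorter anchor changed nothing, because anchors lie on a 5-kb grid, and neither did an overlap of 2 kb with the 4-kb window around a boundary. In replicate 2 the 10-kb flank and the restriction to 10-kb anchors left the classes as they were, so these say nothing about its stability.

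With 2 replicates, leaving one out moves a mean by less than 1 SD whatever the data, so this says nothing about stability. Single replicates gave 17978 to 18739 domains, 17201 to 25917 loops and 14.7% to 48.8% of anchors in more than 1 loop. The latter share, by exact coordinates, is decided by which replicate is used. For replicate 1 it was 35.9% with overlapping anchors merged and 17.2% with 10-kb anchors only. Replicate 2 stayed at 48.8% in both. Replicate 2 without loops of 40 kb had 32.3% of its loops in replicate 1. Not run were the alternatives for repeat content and for genes overlapping anchors, since no annotation of AGPv4 was used here. No paired analysis was possible because there is 1 condition. Loops of low contact number rest on few contacts (at least 8 in replicate 1 and 9 in replicate 2), which limits what the lists can hold.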

Differences from the paper's values

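For the values that follow, loops were classed by the smallest domain. Anchors were allowed to extend past a boundary or to lie just outside it, touching its 2-kb flank. A loop with an anchor just outside was thus counted as held by the domain. The paper counts a loop whose anchors lie in distinct domains separately. Loops held by no single domain were 21.5% of the loops, against the paper's 37%. With both anchors inside the domain to the base, an alternative set before the data were examined, the share was 36.4%. The 10-kb flank, the 2-kb overlap, the largest domain and 10-kb anchors only did not close this gap.

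For replicate 1, loops with 1 anchor at a boundary numbered 2388 at level 0 against the paper's 1214, 2086 at level 1 against the paper's 1024, 833 at level 2 against the paper's 366, 178 at level 3 against the paper's 76 and 22 at level 4 against the paper's 13. Loops with 2 anchors at boundaries numbered 600 at level 0 against the paper's 85, 555 at level 1 against the paper's 103, 248 at level 2 against the paper's 67, 50 at level 3 against the paper's 7 and 3 at level 4 against the paper's 0.

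For replicate 2, loops with 1 anchor at a boundary numbered 3843 at level 0 against the paper's 2484, 3672 at level 1 against the paper's 2104, 1446 at level 2 against the paper's 769, 318 at level 3 against the paper's 164, 43 at level 4 against the paper's 19 and 7 at level 5 against the paper's 4. Loops with 2 anchors at boundaries numbered 1091 at level 0 against the paper's 308, 1173 at level 1 against the paper's 371, 477 at level 2 against the paper's 142, 108 at level 3 against the paper's 30, 16 at level 4 against the paper's 4 and 3 at level 5 against the paper's 0.

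With both anchors inside the domain to the base, 38 of the 39 cells of Tables 5 and 6 were equal to the paper's. The other was level 0 with 2 anchors in replicate 2, with 309 loops against the paper's 308. With 10-kb anchors only, the replicate 1 counts with 1 anchor at a boundary also came within 1.5 times of the paper's at levels 0 to 4, from fewer loops. With the largest domain, the counts of 2 anchors at level 4 of replicate 1 and level 5 of replicate 2 were 0, since each loop held by a domain then went to level 0. The 10-kb flank and the 2-kb overlap closed none of these gaps.

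The paper states that most of the loops in Tables 5 and 6 were fully embedded within a single domain. Here 47.8% of the held loops of replicate 1 and 38.9% of those of replicate 2 were embedded. With both anchors inside the domain to the base the shares were 72.5% and 60.6%, and with the largest domain the mean share was 63.2%.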

Other observations

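The tests of the oscillation, of the loop number and of loop anchors at domain boundaries were chosen before their results were seen, and the tests of loops of at least 2 Mb and of short loops were chosen after. The rule that reads the oscillation from intervals was also set after its values were seen, and the test that reads loops of 50 kb was added after a first test of 40-kb loops had been seen.

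The paper leaves the origin of the size oscillation of replicate 1 (Fig. 1d) open. A candidate explanation is that loops called at several bin sizes were merged into 1 list. The excess at multiples of 50 kb was 2.49 for all loops of replicate 1. It was 0.957 (interval 0.870 to 1.05) for its 10-kb anchors alone and 0.850 (interval 0.669 to 1.08) for 5-kb anchors, each on its own grid. For 25-kb anchors, on a 25-kb grid, it was 0.974 (interval 0.913 to 1.04). No single anchor size thus showed an excess on its own grid, and replicate 2 has 1 anchor size and a ratio of 1.0. All loops were counted in 10-kb bins, where 1346 of the 2186 loops at multiples of 50 kb had 25-kb anchors. Lengths with 25-kb anchors are multiples of 25 kb, so these loops added nothing to the neighbouring bins. The excess of all loops therefore comes from the 25-kb grid. These values are consistent with the explanation. Under a first rule, which set fixed tolerances around 1, the ratio of 5-kb anchors fell just outside and the explanation was not met. The outcome of the test thus depends on the rule. That ratio of 0.850 lies below 1, so it is no excess, and the count of loops with 25-kb anchors depends on neither rule. Another cause of the same pattern was not tested.

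Replicate 2 had 1.51 times the loops of replicate 1, and 3.69 times when only 10-kb anchors of replicate 1 were counted. Different bin sizes for loop calling may contribute, but this cannot be told apart from depth or software version here, because a merged list gives each loop a single anchor size and so lowers the 10-kb count by construction. Replicate 2 also had 1.15 times the contact pairs of replicate 1, by the paper's numbers, and a later version of Juicer.

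Loop anchors lay at domain boundaries more often than the density of loops and domains gives. Shifted loops had an anchor at a boundary in 15.8% of cases on average, against 44.5% ± 4.44 (SD, n = 2) observed. Noise shared by the loop and the domain calls of 1 matrix was tested with the loops of each replicate and the domains of the other. The mean share was then 44.4%, with 43.0% for replicate 1 loops (shifted 14.5%) and 45.8% for replicate 2 loops (shifted 17.0%), each with p = 0.002, the smallest that the two-sided permutation test can give. Both values argue against these explanations as the whole cause. Biases common to both libraries, such as mappability, were not tested and stay open.

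On chromosomes 1 to 10, 62 loops of replicate 1 and 68 loops of replicate 2 were at least 2 Mb long. Their median ratio of observed to expected contacts was 28.5 in replicate 1 (quartiles 9.12 and 55.4) and 89.1 in replicate 2 (quartiles 9.91 and 220). Chance calls in sparse regions of the matrix were tested by their recurrence. Both anchors were found in the other replicate for 40.3% of them in replicate 1 (25 loops, interval 29.0 to 52.7%) and 36.8% in replicate 2 (25 loops, interval 26.3 to 48.6%). For loops of 500 kb to 1 Mb the shares were 25.4% in replicate 1 (interval 22.1 to 29.0%), where the intervals met, and 17.7% in replicate 2 (interval 15.2 to 20.5%), and for all loops on chromosomes 1 to 10 they were 46.1% and 30.3%. No anchor was found in the other replicate for 30.6% of the loops of at least 2 Mb in replicate 1 (19 loops, interval 20.6 to 43.0%) and 22.1% in replicate 2 (15 loops, interval 13.8 to 33.3%), against 5.98% and 4.18% of loops of 500 kb to 1 Mb and 7.31% and 10.2% of all loops on chromosomes 1 to 10. Shifted copies of the loops of at least 2 Mb shared none, so that a single shared loop would have passed that comparison, and it was not used. For loops of 1 Mb to under 2 Mb, both anchors were found for 18.8% in each replicate (interval 11.9 to 28.4%). This interval met that of the loops of at least 2 Mb in replicate 2 but not in replicate 1. No anchor was found for 14.1% of them in replicate 1 and 12.9% in replicate 2. The share with both anchors was thus higher than in the shorter long loops, but against all loops its direction depends on the replicate. The share with no anchor was higher than in each set compared. Chance calls cannot be told apart from recurring contacts for the set as a whole, because no test here separates them. Errors in the order of the assembly and real distant contacts were not tested and stay open.

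Loops of 40 kb made up 13.2% of replicate 2, and 0 of the 7021 loops with 10-kb anchors of replicate 1 had this length. Both anchors were found in replicate 1 for 18.2% of them (interval 17.0 to 19.6%) on chromosomes 1 to 10. The share was 38.0% (interval 35.7 to 40.3%) for loops of 50 kb and 33.7% (interval 32.7 to 34.8%) for loops of 100 to 190 kb. These shares are consistent with a shortest length reported for 10-kb anchors that differs between the lists. Loops of 40 kb also had no anchor in replicate 1 in 26.0% of cases, against 12.3% for loops of 50 kb to under 100 kb and 6.56% for loops of 100 to 190 kb. Their median ratio of observed to expected contacts was 3.38, against 3.96 and 4.45. Weaker calls at 40 kb are therefore another reading, which was not separated from the first and stays open. Without loops of 40 kb, 32.3% of the replicate 2 loops were found in replicate 1, but this value cannot be told apart from the effect of the unequal lengths of the lists, which fix most of it. No biological explanation of these patterns was tested, since the design has 1 condition.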
